A study of Nothobranchius furzeri with 6 samples.

How the data were processed

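Head kidney RNA from 6 male killifish (*Nothobranchius furzeri*) aged 5 months was sequenced, from 3 wild-type fish (replicates 1, 5 and 6) and 3 rag2 mutants (replicates 2, 3 and 4). Genotypes and replicate numbers came from the sample labels. Per the labels' protocols, polyA RNA was made into libraries with a KAPA mRNA HyperPrep kit and sequenced as single-end reads of 75 bp. The deposited table holds whole-number counts per gene and sample, without normalization as judged from its values. The aligner, the counting program, the genome build and the annotation were not stated in the labels, nor was the treatment of reads that map to several copies or to overlapping genes. Counts of paralogs and multigene families are therefore uncertain.

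The table had 25099 genes, of which 1205 had no count in any sample. Of 14280 LOC identifiers, 10334 matched an entry of the RefSeq gene table for assembly NfurGRZ-RIMD1, and 5241 of those had another symbol there. Of the 10819 other identifiers, 7146 matched a RefSeq symbol. This assembly is not stated to be the authors' build, so it was used only for names, gene types and which genes neighbour each other.

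Total counts per library ran from 17208894 to 23982745. The floor of 3 counts corresponds to 0.125 to 0.174 CPM, the count scaled to the library total. Wilson intervals at 95% and floors cover counting error only, since reads without molecular identifiers are not independent molecules. No pair of libraries agreed within sampling noise: chi-square per degree of freedom over genes with at least 20 summed counts ran from 30.9 to 241.

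The genotypes were compared with edgeR 4.0.16 (quasi-likelihood F test, TMM factors, filterByExpr by genotype, genotype as the only term) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors were taken as the log2 fold change over the square root of F. Separation of the genotypes was measured as the mean Euclidean distance between genotypes less that within genotypes, on log2(CPM + 1) of the 1000 most variable tested genes. It was tested by exact one-sided permutation over the 10 splits of 6 libraries into 3 and 3, for which the smallest possible p is 0.1. Of 17 gene lists, 15 had at least 5 tested members and were tested with camera (limma 3.58.1, preset correlation 0.01, two-sided), adjusted over the lists. Distances, list scores and values of other-tissue genes used CPM after TMM scaling, and means ± SD used CPM of the library total. A list score is the mean over its genes of log2(CPM + 1) less each gene's mean over the 6 libraries.

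The tests, the gene lists and the alternatives listed first below were fixed before the data were examined. Named genes were to be rag2, rag1 and dntt whatever their result, then up to 5 genes in each direction past the adjusted threshold without overlap and with a mean of at least 1 CPM, then list members past the threshold. No gene passed the threshold, so every gene named beyond the first 3 was chosen after its values were seen. Alternatives were RLE size factors, library size only, DESeq2 1.42.0, limma-voom, no low-count filter, a mean of at least 10 counts, library sizes without the 20 most abundant genes, and leaving out each library. For the lists they were camera with an estimated correlation, fry and exact symbols. For the separation they were all tested genes, 500 genes, a pseudocount of 0.1 and rank correlation. Chosen after seeing the data were the bias-corrected quasi-likelihood fit, the likelihood ratio test, a residual principal component as covariate, and list matching through RefSeq symbols. Lists of 4 other tissues (skeletal muscle, intestine, liver, exocrine pancreas) were also written after some values had been seen.

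The tests were tested on simulated data for 18307 genes, with 200 genes changed by 3 log2 units at the spread of the real libraries. The changed genes were chosen among those without low counts. Each gene was drawn independently, without the likeness between libraries of different genotype described below. The shares found and the false calls therefore need not hold for the real libraries. The quasi-likelihood test found 78.5% of them with 8 false calls. DESeq2 found 96.0% with 83 false calls, and limma-voom 76.5% with 8. With 10 B-cell list genes lowered in the simulation, camera called that list and 0 of the others among 15 lists. Since simulated genes were independent, this says nothing on false calls of camera where list genes vary together.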

Results

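The transcriptome of the head kidney, the blood-forming organ of fish, was compared between 3 wild-type and 3 rag2 mutant male killifish aged 5 months. Rag2 is needed for V(D)J recombination, which assembles the antigen receptor genes of B and T cells. The wild-type libraries had 17999300, 17208894 and 19081318 counts (replicates 1, 5 and 6). The mutant libraries had 23982745, 19540277 and 17286432 (replicates 2, 3 and 4). Between 21594 and 22643 genes had at least 1 count per library, mitochondrial mRNA took 4.53% to 6.56% of counts, and the 20 most abundant genes took 10.5% to 14.5%.

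The mutated gene was examined first. The rag2 transcript had 13, 6 and 31 counts in wild-type replicates 1, 5 and 6, and 22, 2 and 11 counts in mutant replicates 2, 3 and 4. Its mean was 0.899 ± 0.656 CPM (SD, n = 3) in wild type and 0.552 ± 0.414 CPM (SD, n = 3) in mutants. The log2 fold change was -0.68 with a standard error of 0.85, and the edgeR quasi-likelihood adjusted p was 0.9999. The Wilson 95% intervals were wide at this depth, for example 0.160 to 0.761 CPM in wild-type replicate 5. A difference in rag2 transcript was not detectable, and leaving out wild-type replicate 6 turned the log2 fold change to 0.061. The transcript level neither identified nor contradicted a genotype label. For rag1, the log2 fold change was 1.66 with a standard error of 0.76, and the wild-type and mutant values overlapped (1.02 ± 0.654 and 3.19 ± 2.12 CPM, SD, n = 3 each). The gene LOC107397105, named dntt in RefSeq, was below the filter, with 1, 7 and 8 counts in wild type and 11, 1 and 11 in mutants.

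Libraries were then compared over the 1000 most variable genes. The mean distance was 60.2 between genotypes and 70.9 within them, a difference of -10.7. In the exact one-sided permutation test, 7 of the 10 splits gave a difference as large (p = 0.7, smallest possible 0.1). With all tested genes, the alternative that moved the distance most, the difference was -15.3 (exact permutation p = 0.8). Each library had its nearest library in the other genotype. Wild-type replicate 1 and mutant replicate 3 were 26.7 apart, and wild-type replicate 6 and mutant replicate 2 were 25.1 apart. The lowest distance within a genotype was 59.4. Mutant replicate 4 was almost as near to mutant replicate 2 (59.4) as to wild-type replicate 5 (59.2). No batch was given in the labels, so no within-batch comparison was made.

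**Figure D1:**
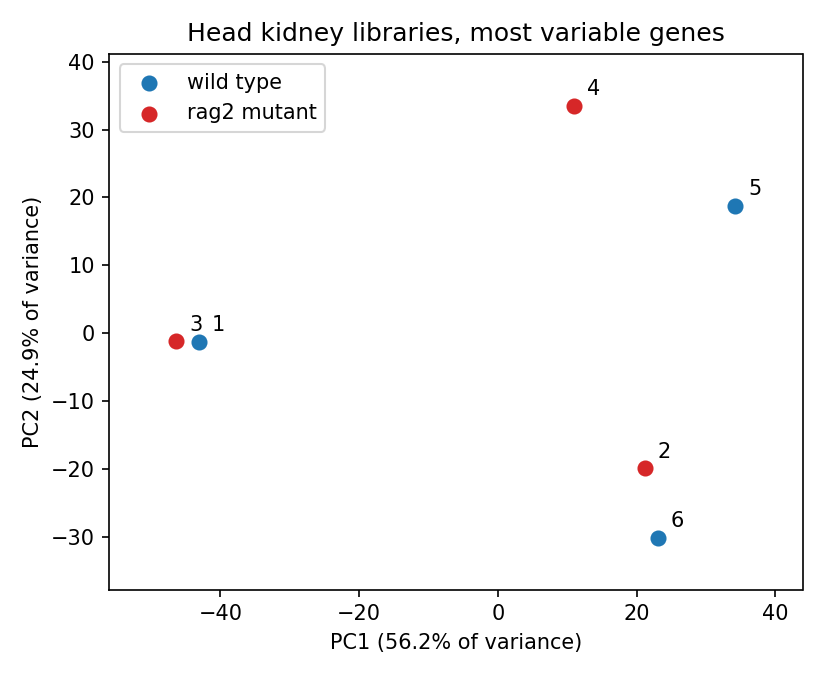
Principal components of log2(CPM + 1) over the 1000 most variable genes; points are libraries, coloured by genotype and numbered by replicate, and the axes give PC1 (56.2% of variance) and PC2 (24.9%). Wild-type replicate 1 (-43.1 on PC1) and mutant replicate 3 (-46.3) lie apart from the other 4 libraries.

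The comparison of single genes covered 18307 genes. With edgeR's quasi-likelihood test, 0 genes had an adjusted p under 0.05, and 193 had an unadjusted p under 0.05 (85 higher and 108 lower in mutants). Chance would give 915 if the libraries were exchangeable. The other splits that parted both near pairs named above gave 159, 88 and 53. The common biological coefficient of variation was 0.451. The groups did not overlap for 635 genes, or 3.47%, where chance gives 10% for 3 against 3 exchangeable libraries. The genotype split parts both near pairs, so the libraries were not exchangeable. Values under 915 and 10% therefore do not show that the genotypes differ less than chance. The alternative that moved the count most was DESeq2, with 30 genes at an adjusted p under 0.05 (4 higher, 26 lower). In 12 of the 26 lower genes every mutant library had at most 3 counts. Of the 10 splits of the 6 libraries, 7, the real one included, reached 30 DESeq2 calls. The 6 others among these kept wild-type replicate 1 with mutant replicate 3, or wild-type replicate 6 with mutant replicate 2. The other splits that parted both pairs, as the genotype split does, gave 3, 1 and 0 calls. The splits therefore do not settle whether 30 calls exceed chance.

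Some DESeq2 calls are given with values, chosen after these were seen. The gene spry2 had 1.49 ± 0.781 CPM in wild type and 12.4 ± 2.51 CPM in mutants (SD, n = 3), with a log2 fold change of 3.07, a standard error of 0.48 and an edgeR quasi-likelihood adjusted p of 0.9999. Its DESeq2 adjusted p was 6.8e-07, that of the likelihood ratio test 4.19e-05, and the other alternatives gave 0.237 or more. The gene LOC107384228, named si:ch211-119o8.4 in RefSeq, had 7.27 ± 2.40 CPM in wild type and 0.155 ± 0.122 CPM in mutants (SD, n = 3). Its log2 fold change was -5.51, with an edgeR quasi-likelihood adjusted p of 0.9999 and a DESeq2 adjusted p of 1.31e-12. The likelihood ratio test gave 3.18e-11 and the other alternatives 0.237 or more. The gene LOC107394581, without a RefSeq entry, had 22, 267 and 183 counts in wild type and 0 in each mutant library, so it was at least 58.2-fold lower in mutants, or at least 35.9-fold without wild-type replicate 5.

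Gene lists of blood, kidney and immune cell types addressed whether lymphocyte transcripts differed. Camera with the preset correlation put 5 of 15 lists past an adjusted p of 0.05. The B-cell list was lower in mutants, with 10 of 10 tested genes lower, a median log2 fold change of -1.15 and a camera adjusted p of 3.61e-14. With an estimated correlation its adjusted p was 0.0802, and with fry it was 0.285. Over the alternatives taken singly it ran from 5.02e-20 to 0.285. None of the 15 lists passed under either of those tests. The B-cell score of every wild-type library (0.06, 0.84 and 0.64) lay above that of every mutant library (-0.71, -0.47 and -0.36).

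Of the B-cell genes, 0 had an edgeR quasi-likelihood adjusted p under 0.05 over all genes tested, and 5 had one when adjusted over the list alone. DESeq2 called 3 of them over all genes, cd79a (adjusted p 0.0337), cxcr5 (0.000797) and pou2af1 (0.0259), and the likelihood ratio test called cxcr5 (0.00425). The 5 genes were cd79a, cxcr5, ebf1, pax5 and pou2af1. For cd79a the mean was 14.2 ± 8.48 CPM in wild type and 2.23 ± 0.874 CPM in mutants (SD, n = 3), a log2 fold change of -2.64 with a standard error of 0.64. For cxcr5 it was 6.33 ± 3.76 and 0.568 ± 0.185 CPM (SD, n = 3), a log2 fold change of -3.44 with a standard error of 0.66. The log2 fold changes of pou2af1, pax5 and ebf1 were -3.06, -2.85 and -1.98. The lowest wild-type value of all 5 genes was that of replicate 1. The other 5 list genes differed little and overlapped between genotypes, with log2 fold changes of -0.33 (blk), -0.24 (plcg2), -0.22 (bach2), -0.041 (btk) and -0.0016 (blnk). The list median lies in the gap between these sets of genes, and it was -1.94 with DESeq2 and -1.97 without the low-count filter. With RefSeq names added, 12 of 12 tested genes were lower and 6 passed when adjusted over the list alone. The added genes were cd79b (LOC107387651, log2 fold change -3.30, DESeq2 adjusted p 0.00129) and rasgrp3 (LOC107373003, -0.13). The list's camera adjusted p was then 1.17e-16, but 0.110 with an estimated correlation and 0.361 with fry.

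**Figure D2:**
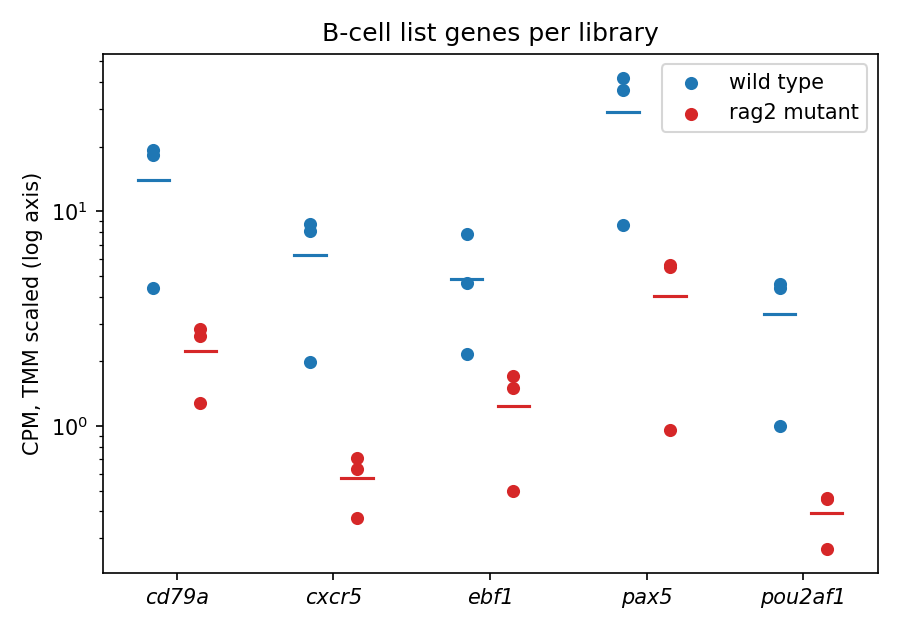
CPM after TMM scaling, on a log axis, of the 5 B-cell list genes past the threshold when adjusted over the list alone; points are single libraries (n = 3 per genotype) and bars are means. For cd79a, wild-type libraries lie between 4.38 and 19.4 CPM and mutant libraries between 1.28 and 2.82 CPM.

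The T-cell list did not pass, with 9 genes higher and 5 lower, a median log2 fold change of 0.12 and a camera adjusted p of 0.828. Its sign changed when wild-type replicate 1 (-0.060) or mutant replicate 3 (-0.067) was left out. Only 14 of its 40 symbols were found in the table, and the B-cell list had 11 of 33. With RefSeq names of LOC identifiers added, 25 T-cell genes were tested, the median was 0.01 and the camera adjusted p was 0.117, the lowest of its alternatives, which reached 0.974. Of these, 13 were higher and 12 lower. The genes cd3e (log2 fold change -0.27), lck (-0.39), cd8a (LOC107385466, -0.40) and bcl11b (0.17) did not pass when adjusted over the list alone. Among the lower genes, zap70 (LOC107392881, log2 fold change -1.83) and bcl11bb (LOC107378147, -1.77) passed when adjusted over the list alone. DESeq2 called both over all genes (adjusted p 0.0493 and 0.0112). It also called LOC107379480, named cd4-2.2 in RefSeq and not a tested list member (log2 fold change -3.39, adjusted p 0.00622). The likelihood ratio test gave 0.00425 for that gene and did not call zap70 or bcl11bb.

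The interferon response list was higher in mutants (median log2 fold change 0.63, camera adjusted p 1.55e-07), with 10 of 11 genes higher. Mutant replicate 3 had a score of 1.03 and the other mutant libraries -0.43 and 0.27. Without that library the median was 0.23 and the camera adjusted p 0.0819; over all alternatives it ran from 1.15e-13 to 0.974. The erythroid list was higher (median 0.39, adjusted p 0.0179) and fell to -0.071 without wild-type replicate 5. The cell cycle list was higher by camera (median 0.06, adjusted p 0.00245). Without wild-type replicate 5 its median was -0.39 and it still passed (camera adjusted p 1.21e-07). Without mutant replicate 3 its median was -0.26 and it did not pass (0.777). The interrenal and chromaffin list was lower (median -0.17, adjusted p 0.0179). Without mutant replicate 3 its median became 0.20 and it still passed (camera adjusted p 0.0499). The remaining tested lists, with their median log2 fold change, did not pass in the main fit. They were plasma cell (0.05), non-homologous end joining (-0.03), neutrophil (0.04), monocyte and macrophage (-0.13), thrombocyte (0.09), haematopoietic progenitor (0.41), renal tubule and glomerulus (-0.14), acute inflammation (-0.28) and MHC class II (0.36). The V(D)J recombination and NK lists had 2 tested genes each and were not tested. With RefSeq names added, the NK and innate lymphoid list had 7 tested genes and did not pass (median 0.30, camera adjusted p 0.0682). Under that matching the MHC class II list passed (median 0.46, adjusted p 0.00178, but 0.968 with fry), and the interrenal and chromaffin list did not (adjusted p 0.0558).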

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

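No paired analysis was possible because the genotypes share no replicate number. The count of genes with an adjusted p under 0.05 was 0 under RLE size factors, library size only, limma-voom, both filters, library sizes without the top 20 genes, the bias-corrected fit and in each of the 6 fits that left out one library. At an unadjusted p under 0.05 these fits gave between 160 and 409 genes. DESeq2 gave 30 genes (4 higher, 26 lower), and 419 at an unadjusted p under 0.05. Among alternatives chosen after seeing the data, the likelihood ratio test gave 15 (3 higher, 12 lower), all 15 of them also called by DESeq2, and the residual component gave 2 (0 higher, 2 lower). In simulated data DESeq2 and the likelihood ratio test made 83 and 58 false calls, against 8 for the quasi-likelihood test. Those data held no pairs of alike libraries, so these counts need not hold for the real ones.

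The number of lists past the threshold was 5, and it was 2 with DESeq2, 2 with the likelihood ratio test, and 0 both with camera's estimated correlation and with fry, where 1 list had an unadjusted p under 0.05. It ran from 3 to 7 across the fits that left out one library, with 3 without wild-type replicate 5 and 3 without mutant replicate 4. Some lists that had not passed did so there by camera. Without wild-type replicate 1 they were neutrophil (adjusted p 0.00134), renal (0.000467), acute inflammation (0.000204) and MHC class II (0.0133). Without mutant replicate 2 they were renal (0.0112) and MHC class II (0.000681). Without mutant replicate 3 they were renal (0.0224) and haematopoietic progenitor (0.00408). MHC class II also passed with the residual component (0.0245). The B-cell median was -1.15 under the estimated correlation and fry, where the list no longer passed. It stayed negative in every alternative, from -1.44 to -0.87 across the fits that left out one library. The preset correlation treats list genes as almost independent, and estimating it from these 6 libraries removed all calls. With fry, which does not compare list genes with other genes and so asks another question, no list passed either. Unadjusted, the B-cell list had p 0.00535 by camera with the estimated correlation and 0.019 by fry.

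Across the fits that left out one library, the rag2 log2 fold change ran from -1.27 to 0.061. List medians that changed sign there ran from -0.067 to 0.11 for T cells, -0.23 to 0.13 for plasma cells, -0.14 to 0.059 for end joining, -0.25 to 0.54 for neutrophils, -0.63 to 0.27 for monocytes, -0.071 to 1.30 for erythroid, -0.20 to 0.34 for thrombocyte, -0.46 to 0.18 for renal, -0.64 to 0.20 for interrenal, -0.39 to 0.67 for cell cycle, -0.80 to 0.91 for acute inflammation and -0.015 to 0.77 for MHC class II genes. The monocyte median was also 0.064 with limma-voom and 0.30 with the residual component, the acute inflammation median 0.30 and 0.29, and the neutrophil median -0.048 with RefSeq names. The cause was not tested. The separation of the genotypes stayed negative in all 4 alternatives. Besides rag2, 21 genes were followed: rag1, and genes picked because DESeq2 called them or because they passed when adjusted over the B-cell list alone. Of their 336 values under the alternatives, 29 passed the threshold where they had not before. That choice fixes their direction, so it says nothing about stability. At 2 to 31 counts per library, depth limits what the rag2 comparison can show.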

Other observations

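The linkage test and the counts of splits for DESeq2 calls and for gene lists were fixed before their results were seen, as were the first depth test and the first rank test. The other tests were chosen after.

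With 3 against 3 libraries there are 10 splits, so none can show a share under 0.1. All 10 of the 10 splits gave 0 edgeR genes with an adjusted p under 0.05. With 0 in the genotype split, every split gives as many by construction, so this count does not test chance. As many genes with an unadjusted p under 0.05 (193) came from 7 of the 10 splits. For DESeq2, 7 of the 10 splits gave 30 genes or more, and 1 gave 2723. For camera, 9 of the 10 splits put as many lists past the threshold. The B-cell p was as small in 1 of the 10 splits, the real one. It was as small in 2 for interferon response, 5 for erythroid, 9 for cell cycle and 7 for interrenal and chromaffin. These counts take no account of the close pairs described next: each of the 6 other splits with 30 or more DESeq2 genes kept at least 1 close pair on one side. The other splits that parted both pairs, as the genotype split does, gave 3, 1 and 0 DESeq2 genes. They gave 159, 88 and 53 genes with an unadjusted p under 0.05, and 5, 5 and 9 lists past the threshold. The pairs were found in these same values, so this comparison is not a test of chance. The B-cell p of the genotype split (2.41e-15) was the smallest, followed by 1.18e-10 for the split of wild-type replicate 1 and mutant replicates 2 and 4 from the rest.

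Each library lay nearest to one of the other genotype. After thinning to equal depth this held for 5 of 6 libraries, and by rank correlation without the top 20 genes also for 5, so neither test settles it for mutant replicate 4, which is almost equidistant. For the close pairs (wild-type replicate 1 with mutant replicate 3, wild-type replicate 6 with mutant replicate 2) depth is argued against, since every other distance stayed at least 1.99 times as large after thinning. A few abundant genes are also argued against, at 2.22 times. The renal list rose along the first component (percentile 100 among 10000 random lists matched on mean expression) and the neutrophil list fell (0.69), while the erythroid list was at 91.6. The acute inflammation score was also highest in wild-type replicate 1 (1.52) and mutant replicate 3 (0.97), and at most 0.16 in the other libraries. That list was not tested along the component. A differing share of renal tissue in the dissected piece could contribute. Whether it is the whole cause cannot be told apart from other differences between fish. Whether a label was exchanged is not settled. Exchanging labels within 1 or both close pairs gives splits with 3, 1 and 0 DESeq2 genes, against 30 for the given labels. That argues against an exchange within these pairs, although DESeq2 also made false calls in simulated data. The remaining splits keep a close pair together, so their counts cannot be compared. The scores of the B-cell list did not overlap between labelled genotypes, which goes against an exchange if rag2 loss lowers that list, and the gap was 0.42, beside an SD of 0.41 in wild type and 0.18 in mutants. The sums of V segment genes lie the same way, but those genes were noticed because they differed between the labels, so they do not decide it. Shared tanks, dissection days or health of the fish are not in the labels and were not tested.

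Tissue of a neighbouring organ in the sample may be present in 2 libraries. In mutant replicate 4, 9 of 10 tested skeletal muscle genes were highest, more than in any random list (percentile 100). There acta1 reached 2275 CPM and ckm 506 CPM after TMM scaling. Muscle transcripts were also raised in wild-type replicate 5, with 122 CPM of acta1 and 63.6 CPM of ckm, against at most 16.95 and 6.27 CPM in the other 4 libraries, and a list median 2.71 log2 units above the other libraries (5.55 in mutant replicate 4). In wild-type replicate 5, 11 of 13 intestine genes were highest (percentile 100), with fabp2 at 92.2 CPM and 12.4 CPM in mutant replicate 4. Of the intestine genes, 6 had at least 1 CPM in all 5 other libraries, as had 6 of the muscle genes. Of 9 liver genes, 5 were highest in mutant replicate 4, and both pancreas genes in wild-type replicate 5. The values go with pieces of neighbouring organs in these samples; no biological explanation was tested.

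The lower B-cell list has several explanations that the tables argue against. Scaling is one, as a scaling error would shift all genes alike, while 58 genes of other blood lists had a median of 0.23. The other scalings, with a median nearest 0 of -1.14, test little, since the TMM factors ran only from 0.962 to 1.01. Tissue in wild-type replicate 5 is another, as the median was -0.95 without it. A lower share of all blood-forming cells is also one: 0% of 10000 draws from 58 genes of other blood lists had a median as low, and those genes had a median of 0.23. Genes are not independent replicates, so that percentile describes these libraries only. Linkage to rag2 stays open, because only 2 of the 5 genes had a RefSeq entry, and 0 of them lay among the 100 tested genes nearest rag2. Fewer B-lineage cells in rag2 mutants could give this pattern, as a hypothesis found and tested on the same libraries. Of the 10 list genes, 5 barely differed. Bulk counts do not show which cells expressed those 5, so they do not decide for or against it.

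Genes that RefSeq lists as V segments, from antigen receptor loci, were noticed among the DESeq2 calls. Summed over 17 such genes, wild-type libraries had 5.28, 16.1 and 15.6 CPM (replicates 1, 5, 6) and mutants 2.17, 2.30 and 2.08 CPM (replicates 2, 3, 4). The exact two-sided permutation p was 0.1, the smallest possible. Reads shared between copies would move counts within the sum, yet the lowest wild-type sum was 2.29 times the highest mutant sum; copies without an entry were not included. The 3 genes with the most mutant counts (LOC107383749, LOC107373774 and LOC107373775, picked by those counts) held 112 of the 133 mutant counts. A choice by mutant counts says nothing on which genes fell. DESeq2 called 5 V segment genes, all lower, with adjusted p from 0.000811 to 0.0422. Of the 17 genes, 8 had 0 counts in every mutant library. Their counts in wild-type replicates 1, 5 and 6 ran from 0, 1 and 0 (LOC107373165) to 10, 33 and 44 (LOC107394449). Other genes did not fall, as LOC107383749 had 16, 18 and 12 counts in wild type and 20, 14 and 18 in mutants. A loss of recombined receptor transcripts is a possible explanation of the lower sum. This was seen and tested on the same libraries.

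Variants carried along with the mutated locus might give differences near it. Among the 100 tested genes nearest rag2, 1% had an unadjusted p under 0.05, at percentile 38.7 of 1215 windows of equal size. The check is void, because only 13961 of the 18307 tested genes (76.3%, under the 80% set for it) had a RefSeq entry, so linked variants cannot be told apart from other sources of the 193 genes.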
